A study of Mus musculus with 26 samples. Its data were reported in "Functional role of Tet-mediated RNA hydroxymethylcytosine in mouse ES cells and during differentiation" (2020).

How the data were processed

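RNA 5-hydroxymethylcytosine (5hmC) was profiled by hMeRIP-seq, an immunoprecipitation of fragmented total RNA with an anti-5hmC antibody followed by sequencing. The series holds 13 immunoprecipitated (IP) libraries of mouse cells in 5 groups. WT ESC are wild-type embryonic stem cells, TKO ESC are stem cells in which Tet1, Tet2 and Tet3 were knocked out, and WT EB are embryoid bodies that wild-type stem cells formed in 4 days without leukaemia inhibitory factor, each with 3 replicates. Tet2-KI ESC carry a tagged Tet2 at the endogenous locus and Tet2dRBD-KI ESC carry the tagged Tet2 without its RNA-binding domain, each with 2 replicates. Groups and replicate numbers were taken from the sample titles. The descriptions of replicate 1 of WT ESC and TKO ESC begin with 1608, that of WT EB replicate 1 with 1610 and those of replicates 2 and 3 of these groups with 1703, which was treated as a batch. The knock-in samples carry no such prefix. The 13 input libraries entered the peak lists only through the authors' peak calling and were not analysed here on their own.

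The authors removed low-complexity, rRNA and tRNA reads, trimmed the rest with Trimmomatic, mapped them with STAR to the mouse genome build mm9 and a RefSeq transcriptome, and called peaks of each IP library against its own input with MACS2 at a q-value below 0.05. The deposited lists give an interval of 200 bp around each peak summit. For the 9 libraries of WT ESC, TKO ESC and WT EB, a further column holds the fold enrichment of the IP over its input at the summit, a ratio that the authors' peak caller computed. The lists of the 4 knock-in libraries, as deposited, hold positions only. No read counts were used, so the sequencing depth behind each list is unknown, and a region without a peak is a region in which no peak passed the threshold, not a region shown to lack 5hmC. The differential measure of the study, which rests on reads, was therefore not repeated, and the comparisons below are of the presence of peaks.

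Peaks were processed with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and genome sequence was indexed with samtools 1.23.1. The reference was NCBIM37, the assembly behind mm9, with the GENCODE M1 annotation. No interval ran past the end of its chromosome, and 99.7% of the 56538 intervals lay on chromosomes of the reference. Peaks of the 9 libraries of WT ESC, TKO ESC and WT EB, and separately those of the 4 knock-in libraries, were merged into regions wherever intervals overlapped by at least 1 bp. A region was present in a library that had at least 1 peak in it, and replicated in a group when every replicate of the group had a peak in it. A summit inside the span of a protein-coding gene was exonic when it lay in an exon of a coding transcript of that gene and intronic otherwise. The intronic share is taken over the peaks in coding genes. Sequence was read over the 200 bp interval on the strand of the gene, and a matched position was drawn for each genic peak from the same part (intron or exon) of the same gene, off all peaks. A tandem repeat was a run of at least 18 nt (20 nt for units of 4 nt) of a unit of 1 to 4 nt.

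Peak numbers were compared on the log2 scale, and intronic shares in percentage points, by two-sided exact permutation tests over all relabellings of the libraries. The similarity of peak sets was the mean Jaccard index (regions shared by both libraries over regions present in either) within groups minus that between groups, with a one-sided exact permutation test. With 3 libraries against 3 these tests cannot give a p-value below 0.1, and with 2 against 2 none below 0.333. No comparison of libraries could therefore reach 0.05 by these tests. Shares of regions carry exact Clopper-Pearson intervals at 95%, which cover counting error only and not the spread between libraries. Group-specific regions, present in every library of one group and in none of the other, were set beside all other splits of the same libraries. The overlap of losses in TKO ESC and WT EB was set beside 1000 simulations sharing the same WT ESC libraries. In these, each TKO ESC and WT EB library redrew its regions independently, within classes of WT ESC fold enrichment. These comparisons and their alternatives were chosen before the data were examined, except where stated.

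The alternatives were merging of overlapping intervals before counting, stricter fold enrichment, lists shortened to the 498 highest peaks, an overlap of at least 100 bp, chromosomes 1 to 19 and X only, presence in at least 2 of 3 replicates, the libraries of the 1703 batch only, any exon overlap as exonic, a replicate block and leaving out each replicate. The code was tested on simulated presence matrices with 200 planted group-specific regions, of which 99% were recovered in each of the 3 comparisons. No pair of libraries was a duplicate: over 78 pairs, at most 1.97% of the intervals of a list were identical to intervals of another.

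Regions to be named were the 5 WT ESC regions with no peak in TKO ESC or WT EB that had the highest lowest fold enrichment over the WT ESC libraries, by the same ranking the 3 replicated TKO ESC and the 3 replicated WT EB regions without a WT ESC peak, 3 regions specific to each knock-in group by position, and the 3 regions present in all 13 libraries with the highest lowest rank. The genes Tet1, Tet2, Tet3, Eed, Jarid2, Dab1, Sfpq, Smarcc1, Paf1, Mbd3, Cdh4 and Mdc1, which the study names, were also looked up.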

Results

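The data are lists of 5hmC peaks in RNA from 13 IP libraries. The number of peaks per library ran from 498 in WT EB replicate 1 to 10383 in Tet2-KI ESC replicate 1. WT ESC libraries held 4395, 7113 and 6499 peaks in replicates 1 to 3, with a mean of 6002 ± 1425 (SD, n = 3). TKO ESC libraries held 964, 4323 and 3262 peaks, with a mean of 2850 ± 1717 (SD, n = 3). WT EB libraries held 498, 1831 and 3532 peaks, with a mean of 1954 ± 1521 (SD, n = 3). The Tet2-KI ESC lists had 10383 and 5781 peaks and the Tet2dRBD-KI ESC lists 4639 and 3318. Replicate 1 had the shortest list in each of WT ESC, TKO ESC and WT EB, and these 3 libraries come from other batches than replicates 2 and 3. The median fold enrichment of the IP over input at the summits averaged 5.79 ± 0.400 in WT ESC, 6.70 ± 0.510 in TKO ESC and 6.58 ± 1.000 in WT EB (SD, n = 3 each).

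**Figure D1:**
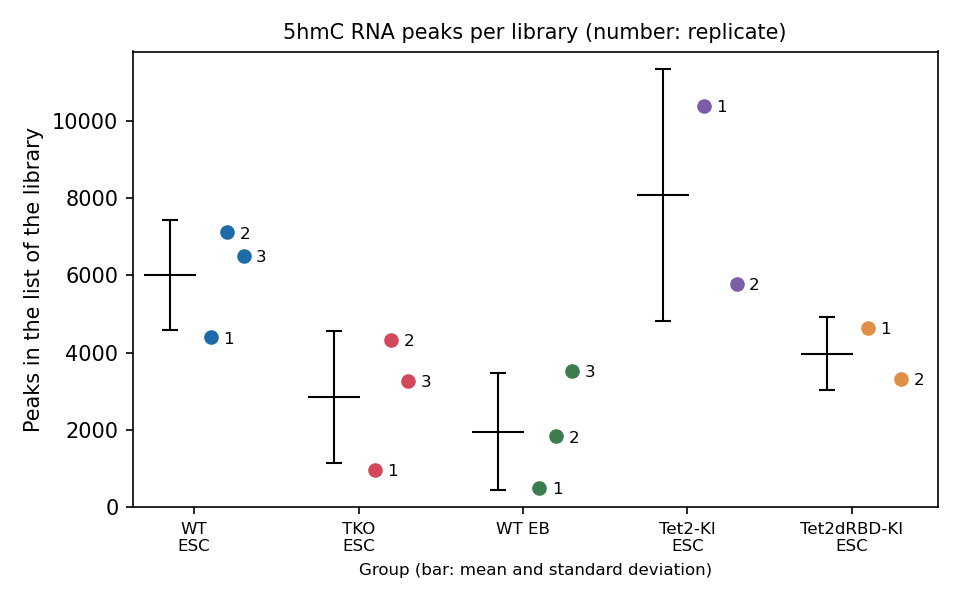
Number of peaks in each library (points, with replicate numbers) by group, with the group mean and standard deviation (bars). The 3 WT ESC lists hold 4395 to 7113 peaks, all above the longest TKO ESC list of 4323 and the longest WT EB list of 3532.

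The Tet loci were looked at first, as the genes knocked out in TKO ESC. Peaks in the Tet1 gene (chromosome 10, 62267318 to 62361866) were listed in 11 of the 13 libraries, among them all 3 TKO ESC libraries. They lay mainly in an intronic region at 62319631 to 62319887, with a fold enrichment of 4.43 ± 1.45 in WT ESC and 5.65 ± 1.41 in TKO ESC (SD, n = 3 each). Tet2 had 11 peaks in 5 libraries, 4 of them the knock-in libraries, and none in TKO ESC. A single peak fell in Tet3, in Tet2dRBD-KI ESC replicate 2. Peak lists do not measure expression, and an intronic peak can remain when a coding exon is deleted, so these values do not settle the genotype labels.

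The first comparison asked how many 5hmC sites of stem cells are absent when the Tet enzymes are absent. WT ESC lists were 2.46-fold longer than TKO ESC lists on average, a difference in mean log2 peak number of 1.30 (exact permutation test, p = 0.1, the smallest value possible with 3 against 3). It was 0.80 among peaks with a fold enrichment of at least 6.18 (exact permutation test, p = 0.4). Within the 1703 batch it was 0.86 (n = 2 each, exact permutation p = 0.333, the smallest possible), and without TKO ESC replicate 1 it was 0.65. Over the 9 libraries, 15383 regions were found. Replicated regions numbered 1536 in WT ESC, more than in any other set of 3 of the 9 libraries (79 to 1350), and 345 in TKO ESC, a number that 45 of the 84 sets of 3 libraries reached. Of the 1536 WT ESC regions, 495 or 32.2% (95% interval 29.9 to 34.6%) had no peak in any TKO ESC library. Of the 345 TKO ESC regions, 7 or 2.03% (0.820 to 4.14%) had no peak in any WT ESC library. Both shares depended on the replicates used: within the 1703 batch they were 44.0% and 19.5%. The reverse share rose to 18.6% when TKO ESC replicate 1 alone was left out. In both cases a replicated TKO ESC region needed a peak in 2 libraries and not 3. The 502 group-specific regions of both directions compare with 32 to 241 in the 9 other splits of the 6 libraries.

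The 1536 replicated WT ESC regions included 1086 in coding genes, which belonged to 832 genes. In 213 of these genes (25.6%) every replicated region lacked a TKO ESC peak, and in 269 (32.3%) at least 1 region did. Libraries of a group shared more regions on average than libraries of different groups, with a mean Jaccard index of 0.220 within WT ESC and TKO ESC and 0.162 between them (difference 0.0576, one-sided exact permutation p = 0.1, the smallest possible). The mean was 0.262 within WT ESC and 0.178 within TKO ESC. The pairs of TKO ESC replicate 1 with replicates 2 and 3, at 0.0913 and 0.140, lay below the mean between groups. Leaving out 1 replicate moved the difference to between 0.0328 and 0.0817, and genic peaks without a tandem repeat gave 0.0282.

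The same questions were asked of the differentiation of stem cells into embryoid bodies. WT ESC lists were 3.98-fold longer than WT EB lists, a log2 difference of 1.99 (exact permutation test, p = 0.1, the smallest possible with 3 against 3). It was 1.42 within the 1703 batch and 1.21 without WT EB replicate 1, the library with 498 peaks. WT EB had 116 replicated regions, a number that 80 of the 84 sets of 3 libraries reached. No WT EB library had a peak in 841 of the 1536 WT ESC regions, or 54.8% (52.2 to 57.3%), and 3 of the 116 WT EB regions, or 2.59% (0.537 to 7.37%), lacked a WT ESC peak. Within the 1703 batch the shares were 63.7% and 23.6%, and without WT EB replicate 1 the reverse share was 22.2%. There, too, 2 WT EB libraries and not 3 had to share a region. Among genes with a replicated WT ESC region, 388 (46.6%) had no WT EB peak in any of these regions and 454 (54.6%) lacked one in at least 1 of them. The 844 group-specific regions compare with 20 to 165 in the 9 other splits. The mean Jaccard index was 0.203 within the groups and 0.103 between them (difference 0.100, one-sided exact permutation p = 0.1, the smallest possible).

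Losses in TKO ESC and in WT EB fell on the same regions more often than when each library redrew its regions at random. Of the 1536 WT ESC regions, 405 had no peak in either group, 90 lacked one in TKO ESC only, 436 in WT EB only and 605 in neither. The odds ratio was 6.22, against a median of 1.26 and a full range of 0.864 to 2.09 in 1000 simulations with the same WT ESC libraries. The permutation p was 0.000999, the smallest that 1000 simulations can give. With lists shortened to 498 peaks the odds ratio was 5.55, and 94 WT ESC regions remained for the test (permutation p = 0.0989). The simulations do not model regions that differ in how easily any library detects them. Exonic regions without a tandem repeat were lost least in both groups, at 16.9% in TKO ESC and 26.5% in WT EB. The p-values therefore do not show that the losses share a cause.

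**Figure D2:**
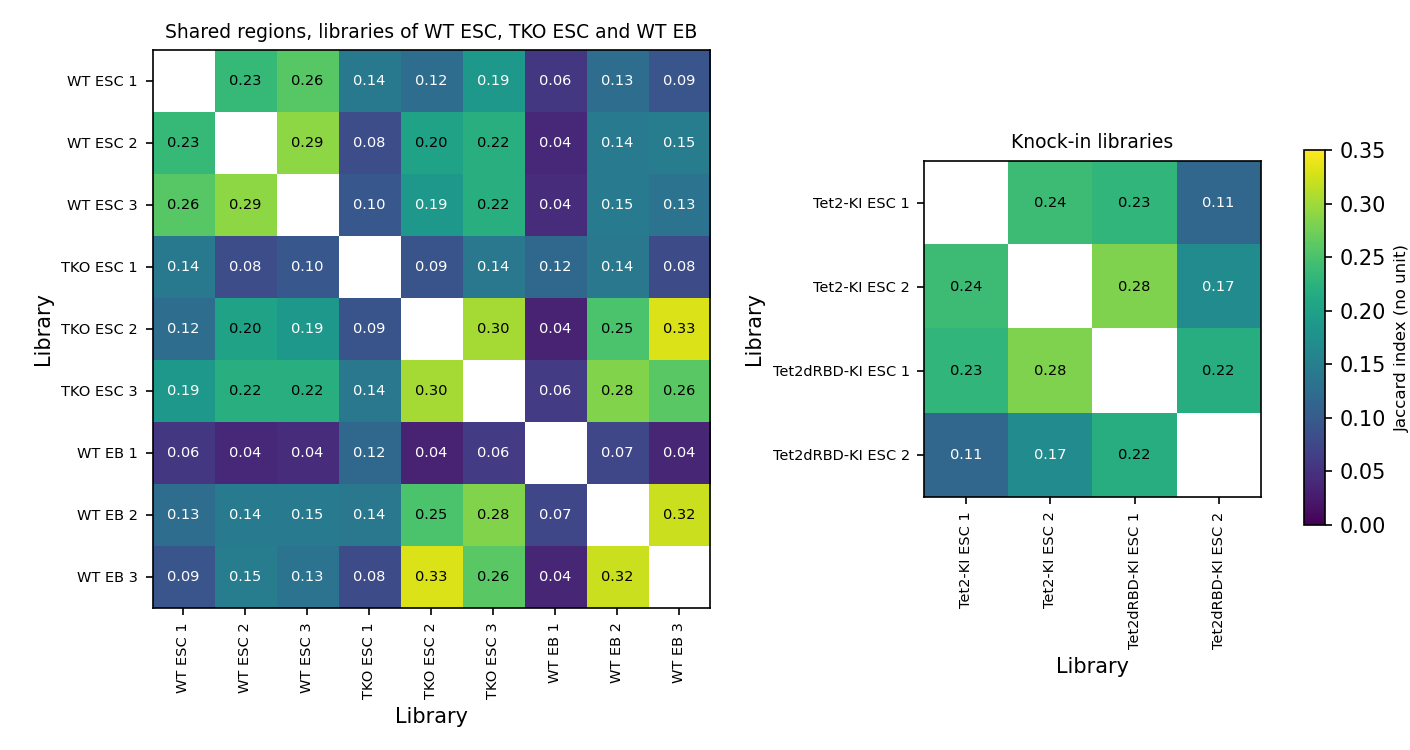
Jaccard index of each pair of libraries (shared regions over regions present in either), for the 9 libraries of WT ESC, TKO ESC and WT EB (left) and the 4 knock-in libraries (right). Replicates 2 and 3 of TKO ESC and WT EB share regions with an index of 0.251 to 0.331, while the highest value between WT ESC and TKO ESC is 0.221.

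The knock-in comparison addressed the part played by the RNA-binding domain of Tet2. Tet2-KI ESC lists were 1.97-fold longer than Tet2dRBD-KI ESC lists, a log2 difference of 0.98 (exact permutation test, n = 2 each, p = 0.333, the smallest possible), and 0.56 without Tet2-KI ESC replicate 1. Replicated regions numbered 3024 in Tet2-KI ESC and 1384 in Tet2dRBD-KI ESC, out of 15341 regions in the 4 libraries, and the Tet2-KI ESC pair had more than any of the other pairs of libraries (1269 to 2724). Of the 3024 regions, 1080 or 35.7% (34.0 to 37.5%) had no Tet2dRBD-KI ESC peak, and 217 of the 1384 Tet2dRBD-KI ESC regions, or 15.7% (13.8 to 17.7%), had no Tet2-KI ESC peak. Without Tet2dRBD-KI ESC replicate 2 the shares were 40.3% and 30.6%. Tet2dRBD-KI ESC regions then needed a peak in 1 library and Tet2-KI ESC regions in 2, so these shares are not of like regions. The 1297 group-specific regions compare with 484 and 882 in the 2 other splits of the 4 libraries. The Jaccard index was 0.240 within Tet2-KI ESC and 0.218 within Tet2dRBD-KI ESC, and the pair with the highest value, 0.283, joined Tet2-KI ESC replicate 2 with Tet2dRBD-KI ESC replicate 1. Within-group values exceeded between-group values by 0.0298 on average (one-sided exact permutation p = 0.333, the smallest possible). That difference was -0.0159 without Tet2dRBD-KI ESC replicate 2 and -0.00754 without Tet2-KI ESC replicate 1.

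The location of the peaks in genes was compared because the study describes 5hmC as mainly intronic. The intronic share of peaks in coding genes was 72.5% ± 5.68 in WT ESC, 63.1% ± 11.6 in TKO ESC and 54.4% ± 0.280 in WT EB (SD, n = 3 each). By length, 93.2% of the span of coding genes was intron. The difference between WT ESC and WT EB was 18.1 percentage points (exact permutation p = 0.1, the smallest possible), and that between WT ESC and TKO ESC was 9.41 points (exact permutation p = 0.3), less than the spread between TKO ESC replicates. Taken over all peaks, intergenic ones included, the WT ESC share was lower than the TKO ESC share, with a difference of -1.76 points, and the difference between WT ESC and WT EB was 2.41 points (exact permutation p = 0.6). The shares were 69.2% ± 0.372 in Tet2-KI ESC and 59.3% ± 13.8 in Tet2dRBD-KI ESC (SD, n = 2 each, difference 9.88 points, exact permutation p = 0.667). That difference was 0.113 points without Tet2dRBD-KI ESC replicate 2, whose intronic share was 49.5%. Intergenic peaks made up 25.9% ± 3.14 of all peaks in WT ESC, 12.4% ± 4.10 in TKO ESC and 6.24% ± 1.93 in WT EB (SD, n = 3 each).

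**Figure D3:**
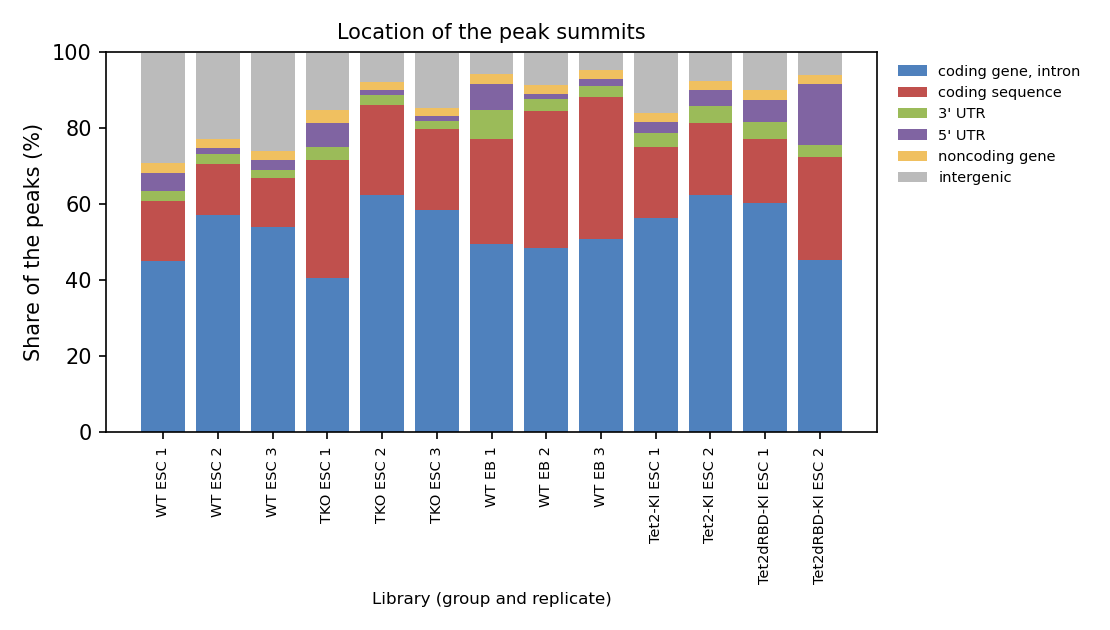
Location of the peak summits in each library, as the share of its peaks in percent. Intergenic peaks make up 22.8 to 29.1% in the WT ESC libraries and at most 15.9% in the other libraries, and 5′ UTR peaks are most frequent in Tet2dRBD-KI ESC replicate 2.

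Sequence around the summits was read on the strand of the transcript because the study describes a pyrimidine motif. Peaks in coding genes held 38.8 to 43.2% C and T across the 13 libraries, and matched positions in the same genes held 50.8 to 51.3%. The group means were 42.1% ± 0.346 in WT ESC, 40.2% ± 1.29 in TKO ESC and 41.4% ± 0.798 in WT EB (SD, n = 3 each), and 41.0% ± 0.0819 in Tet2-KI ESC and 42.1% ± 1.60 in Tet2dRBD-KI ESC (SD, n = 2 each). Sequences with at most 35% pyrimidine made up 15.6 to 39.7% of the genic peaks of a library and 0.633 to 2.05% of the matched positions. Sequences with at least 65% pyrimidine made up 0.651 to 9.01% of the peaks and 1.85 to 3.04% of the matched positions. In WT ESC replicates 1 to 3 they made up 9.01%, 6.17% and 7.24% of the peaks, against 2.32%, 3.04% and 2.58% of the matched positions. They also exceeded the matched positions in TKO ESC replicates 1 and 3 and Tet2-KI ESC replicate 1, and were less frequent than there in the other libraries.

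**Figure D4:**
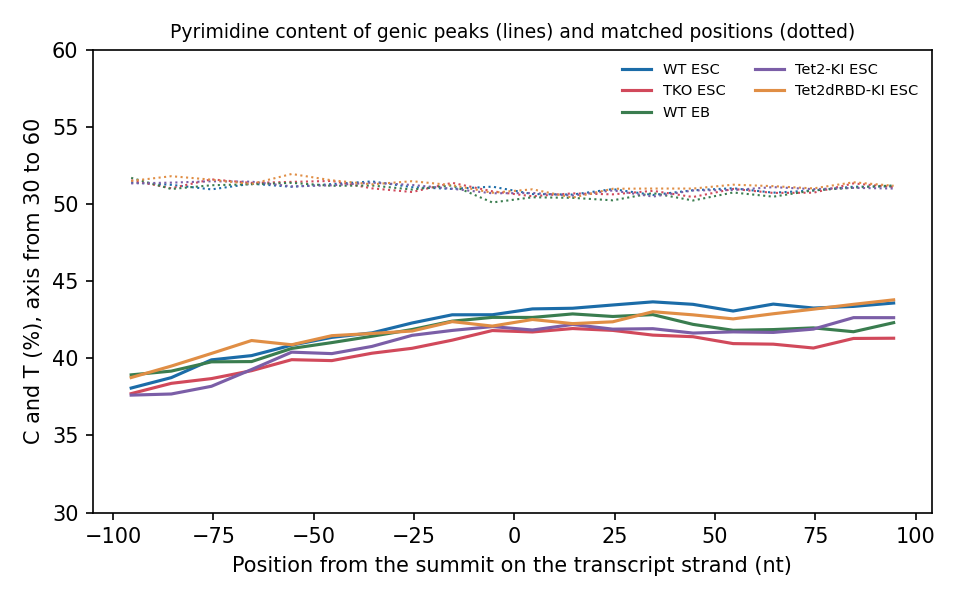
Share of C and T in windows of 10 nt along the transcript strand around the summit, for genic peaks (lines) and matched positions of the same genes (dotted lines), by group, replicates pooled. Peaks lie below the matched positions over the whole 200 bp in every group.

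Regions were then named by the preset rule, in mm9 coordinates. Among regions present in all 3 WT ESC libraries and absent from the TKO ESC and WT EB lists, the highest ranking lay in an intron of Trp53 (chromosome 11, 69394167 to 69394381), with a fold enrichment of 12.8 ± 1.70 (SD, n = 3). It was followed by intronic regions of Erc1 (chromosome 6, 119712868 to 119713078, 14.3 ± 4.05), Fto (chromosome 8, 94111251 to 94111458, 12.8 ± 3.07), Epha4 (chromosome 1, 77464727 to 77464963, 12.9 ± 2.40) and BC030336 (chromosome 7, 127821312 to 127821546, 10.9 ± 1.06). Replicated TKO ESC regions without a WT ESC peak were led by the 3′ UTR of Riok2 (chromosome 17, 17531310 to 17531588, 17.5 ± 13.5) and introns of Tbca (chromosome 13, 95602329 to 95602538, 8.97 ± 2.52) and Smarcc2 (chromosome 10, 127921216 to 127921423, 8.39 ± 2.11). Among the replicated WT EB regions without a WT ESC peak were a region in the 3′ UTR of Amot (chromosome X, 141884133 to 141884407, 6.54 ± 1.85) and one in an intron of Snx2 (chromosome 18, 53377616 to 53377995, 5.63 ± 1.42).

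Regions of the knock-in groups have no fold enrichment to rank by and were taken in order of position, all on chromosome 1. Those present in both Tet2-KI ESC and in neither Tet2dRBD-KI ESC library lay in the coding sequence of Rb1cc1 (6239238 to 6239458), in an intergenic tandem repeat (12466215 to 12466428) and in an intron of Lactb2 (13635634 to 13635836). The opposite pattern was found in the coding sequence of Rrs1 (9535735 to 9535961) and in introns of Cspp1 (10090743 to 10090948) and Slc39a10 (46909784 to 46909995). Merging the lists of all 13 libraries gave 23367 regions, of which 58 had a peak in every library. The highest ranking of these lay in introns of Calm2 (chromosome 17, 87836825 to 87837735, fold enrichment 31.2 ± 15.4, SD, n = 9) and Dyrk1a (chromosome 16, 94851389 to 94852010, 28.5 ± 14.7) and in an intron shared by Ube2v1 and Tmem189 (chromosome 2, 167440215 to 167440531, 22.6 ± 8.27).

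Peaks in the genes that the study names were counted in the same libraries. A region at the start of Eed (chromosome 7, 97128913 to 97129394) was present in 3 WT ESC, 2 TKO ESC and no WT EB libraries, with a fold enrichment of 3.09 ± 0.638 in WT ESC (SD, n = 3). An intronic Eed region (97119629 to 97119850) was present in 1 library each of WT ESC, TKO ESC and WT EB, with a fold enrichment of 7.89, 16.2 and 5.10. In Jarid2 an intronic region (chromosome 13, 44828743 to 44828969, 6.87 ± 1.58 in WT ESC) was present in 3 WT ESC libraries and in none of TKO ESC or WT EB. A further Jarid2 region in the coding sequence (44997956 to 44998255) was present in 3 WT ESC and 1 TKO ESC libraries. In Dab1 an intronic tandem repeat (chromosome 4, 104179242 to 104179481, 8.18 ± 2.98 in WT ESC) was present in 3 WT ESC, 1 TKO ESC and no WT EB libraries, while another intronic region (104321276 to 104321813) was present in 3 WT ESC, 3 TKO ESC and 2 WT EB libraries. One of the Sfpq regions (chromosome 4, 126706947 to 126707200, 6.71 ± 2.73 in WT ESC) was present in 3 WT ESC, no TKO ESC and 2 WT EB libraries, and another (126704521 to 126704744) in all 13 libraries. Of the Smarcc1 regions, that at 110034560 to 110034779 on chromosome 9 was present in 3 WT ESC, no TKO ESC and 1 WT EB libraries. Another (110100210 to 110100433) was present in 2 TKO ESC and 2 WT EB libraries and in no WT ESC library, and that at 110106703 to 110106969 was present in 3 WT ESC, 2 TKO ESC and 2 WT EB libraries, with a higher fold enrichment in TKO ESC (24.2 ± 7.09, SD, n = 2) than in WT ESC (12.2 ± 7.04, SD, n = 3).

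Presence also differed from gene to gene in the rest of the list. The 5′ UTR of Mbd3 (chromosome 10, 79861931 to 79862147, 3.49 ± 0.315 in WT ESC) had a peak in the 3 WT ESC libraries and in no other library. In Paf1 the coding sequence (chromosome 7, 29183772 to 29184016) had a peak in 3 WT ESC, 3 TKO ESC and no WT EB libraries, with a fold enrichment of 6.31 ± 1.91 in WT ESC and 7.29 ± 2.60 in TKO ESC (SD, n = 3 each). An intron of Cdh4 (chromosome 2, 179240712 to 179240952) showed the same presence, at 23.2 ± 15.3 and 28.3 ± 9.43. The coding sequence of Mdc1 (chromosome 17, 35987542 to 35987795) had a peak in every library.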

Values the study reported

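The study reported 1633 peaks of 5hmC in 795 transcripts of wild-type stem cells. In embryoid bodies it found lower 5hmC in over 80% of the transcripts, with 649 mRNAs showing a reduction. In TKO stem cells it found a lower level in 68.1% of the mRNAs, or 575 transcripts. Deletion of the RNA-binding domain of Tet2 went with a decrease of 67.5% in 5hmC-enriched regions.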

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

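All alternatives were planned except 3: exons of all transcripts of coding genes, intronic shares over all peaks, and genic peaks without a tandem repeat, which were chosen after seeing the data. Of 277 values under alternatives, 188 kept their direction and side of the threshold (tests), stayed within 1.5 times (counts) or within the counting interval (shares). That holds for every result run with an overlap of at least 100 bp, chromosomes 1 to 19 and X only, merged intervals or exons of all transcripts. It says nothing of the size of tested differences: with any exon overlap as exonic, the intronic differences were 16.4 points against TKO ESC and 29.2 points against WT EB. The exact permutation tests of libraries could not pass 0.05 at these group sizes. By these tests, the differences in peak number, similarity and intronic share can therefore be judged by direction only. Read depth is unknown, so no result could be recomputed at equal depth. Lists shortened to an equal length and a stricter threshold stand in for it, and neither was run for the knock-in lists, which hold no fold enrichment.

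Counts of regions followed the number of peaks that entered. Among peaks above the median fold enrichment of their own list, replicated regions fell to 559 in WT ESC, 135 in TKO ESC and 37 in WT EB, with 188 WT ESC-specific regions against TKO ESC and 318 against WT EB. The shares of WT ESC regions without a peak stayed near the main values there, at 33.6% in TKO ESC and 56.9% in WT EB. Lists of 498 peaks gave 94, 63 and 29 replicated regions, with 20 and 35 WT ESC-specific ones. With these lists the shares without a peak fell to 21.3% in TKO ESC and 37.2% in WT EB. Their joint loss, an odds ratio of 5.55, did not pass 0.05 here, where fewer regions were tested, and passed it in the other alternatives run for it (it was not run for the 1703 batch or for at least 2 of 3 replicates). Presence in at least 2 of 3 replicates gave 4175, 1930 and 1294 replicated regions. In the 1703 batch the WT ESC-specific regions numbered 1319 and 1910, with shares of 44.0% and 63.7%, since 2 libraries per group had to share a region and not 3. Genic peaks without a tandem repeat gave 956 replicated WT ESC regions, 230 and 424 WT ESC-specific ones, and shares of 24.1% and 44.4%. The shares the other way round and their counts were moved in 28 of 62 values. Across the fits that left out 1 replicate they ran from 2.59 to 18.6% for TKO ESC, from 3.29 to 22.2% for WT EB and from 26.4 to 49.3% for Tet2dRBD-KI ESC. With 1 knock-in library left out, a region of its group needed a peak in 1 library and a region of the other group in 2. The counts of the 2 knock-in groups cannot be set against each other in these fits.

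Over all peaks, the intronic share was lower in WT ESC than in TKO ESC (a difference of -1.76 points) and only 2.41 points higher than in WT EB, because intergenic peaks enter the total and were most frequent in WT ESC.

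Leaving out 1 replicate changed how many libraries had to share a region. Replicated regions ran from 2109 to 2988 in WT ESC, 421 to 1701 in TKO ESC, 138 to 1236 in WT EB, 5610 to 10057 in Tet2-KI ESC and 3227 to 4533 in Tet2dRBD-KI ESC. WT ESC-specific regions ran from 563 to 1233 against TKO ESC and from 920 to 1810 against WT EB, and Tet2-KI ESC-specific regions from 1221 to 6990. The shares without a peak ran from 36.6 to 45.4% in TKO ESC, 59.8 to 64.0% in WT EB and 40.3 to 69.5% in Tet2dRBD-KI ESC. Log2 differences in peak number ran from 0.65 to 1.73, from 1.21 to 2.62 and from 0.56 to 1.404 in the 3 comparisons, intronic differences from 2.71 to 12.9, from 16.2 to 21.4 and from 0.113 to 19.7 points, and the odds ratio of joint loss from 5.74 to 9.41. The similarity difference of the knock-in libraries ran from -0.0159 to 0.0984 and was negative in 2 of these 4 fits, without Tet2dRBD-KI ESC replicate 2 and, at -0.00754, without Tet2-KI ESC replicate 1. The cause was not tested.

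A replicate block was also fitted as a paired test. The replicate numbers pair the samples weakly at most. For WT ESC with TKO ESC, correlations of presence were 0.0176 to 0.0873 between samples of the same number and -0.0549 to 0.0104 otherwise. For WT ESC with WT EB they were -0.0141 to 0.0336 and -0.0523 to 0.0249. For the knock-ins they were 0.00310 and -0.00310. The block left the log2 differences at 1.30, 1.99 and 0.98 and the intronic differences at 9.41, 18.1 and 9.88 points. Exact permutation p-values were 0.25, 0.25 and 0.5 for peak number, each the smallest that a paired test of 3 or 2 pairs can give. For the intronic share they were 0.25 against TKO ESC and 0.25 against WT EB, again the smallest possible, which the knock-ins did not reach.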

Other observations

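The tests of pyrimidine content, of tandem repeats in kept and lost regions, of peak height, of the sensitivity of the TKO ESC and WT EB lists and of other splits were written down beforehand. The tests by class of region, with drawn lists, of repeats by strand, of other copies of a repeat, of 5′ UTR share and GC content, of lists at equal length, and of the likeness and the labels of TKO ESC and WT EB were chosen only after the results were seen.

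On average, genic peaks were rich in purines, not pyrimidines, on the transcript strand in all 13 libraries. A minority of pyrimidine-rich peaks was still more frequent than at matched positions in every WT ESC library, for example 9.01% against 2.32% in replicate 1. It was less frequent than there in every WT EB library. The mean therefore does not exclude a pyrimidine motif in a subset of the peaks. Pyrimidine-rich peaks exceeded the matched positions only in libraries with tandem repeats in at least 10.6% of peaks. The other libraries had at most 7.24%. Genic peaks with a CT repeat on the transcript strand numbered 123, 134 and 144 in WT ESC replicates 1 to 3. Pyrimidine-rich peaks there numbered 260, 317 and 326. Tandem repeats may thus make up a part of this minority, but how many of its peaks hold one was not counted. The difference in mean pyrimidine content between peaks and matched positions was closest to 0 in Tet2dRBD-KI ESC replicate 2, at -8.02 points, and reached -12.2 points in TKO ESC replicate 1. The base composition of the transcripts therefore gives no account of it, since matched positions came from the same part of the same genes. Introns (39.5 to 42.8% pyrimidine) and exons (38.1 to 44.8%) both showed it, as did genes on the plus strand (38.5 to 43.4%) and the minus strand (39.1 to 43.1%). Genomic DNA would be skewed to either strand equally often. Of the peaks with a strong skew, at most 22.0% were pyrimidine-rich on the transcript strand (WT ESC replicate 1), and as few as 2.88% were in WT EB replicate 1, so DNA alone does not give this pattern. Among peaks without a tandem repeat, the 6-mer with the largest excess over matched positions was AGAGAG in WT ESC (22.7% of peaks against 8.35%), AAGAAG in TKO ESC (27.6% against 9.98%) and GAAGAA in WT EB (32.2% against 11.5%). CTCTCT was found in 7.40% of the WT ESC peaks and 9.26% of their matched positions. Matched positions with a tandem repeat were not left out, and 4.13 to 4.51% of those of all genic WT ESC peaks held one. The lower share of CTCTCT in peaks may therefore come in part from this filter. The pattern has the same direction in TKO ESC, which lack the Tet enzymes, so purine-rich RNA may be recovered in part without regard to Tet. That was not tested here, and no biological explanation was tested.

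WT ESC lists stood apart in what they held besides genic RNA. Tandem repeats were found in 19.4 to 25.6% of the WT ESC peaks, in 4.97 to 12.8% of the TKO ESC peaks and in 3.28 to 6.61% of the WT EB peaks. Intergenic peaks had the same order in these 3 groups. Tandem repeats made up 14.0% and 4.46% of the peaks in Tet2-KI ESC and 7.24% and 3.59% in Tet2dRBD-KI ESC. A share below that of WT ESC was thus not confined to stem cells without Tet enzymes. Among genic WT ESC regions with an AG or CT repeat and no TKO ESC peak, 53.8% (49.4 to 58.1%) had the AG repeat on the transcript strand, against 47.8% of all such repeats in coding genes. Genomic DNA as the only source would give the genome's share, which lies outside the interval, though not far. Genomic DNA or random placement as a part of the source cannot be told apart from RNA here: of the WT ESC regions with such a repeat, 63.1% lay outside the span of a single coding gene, close to the 65.7% of these repeats in the genome, but the 62.6% in TKO ESC is as close. In the knock-in groups the AG share was 67.1% in Tet2-KI ESC and 76.8% in Tet2dRBD-KI ESC. Reads of a repeat may also have been placed at other copies of it. Peaks without low-complexity sequence were intergenic in 5.78 to 6.97% of cases in WT ESC, 3.33 to 4.70% in TKO ESC and 2.34 to 2.93% in WT EB, so most but not all of the intergenic excess was in low-complexity sequence. What keeps this open is that the lists do not say how reads with several matches were handled. A difference between genotypes in transcribed repeats stays open as well, untested.

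Loss in TKO ESC was uneven across classes of region. No TKO ESC peak was present in 45.1% of the 408 replicated WT ESC regions with a tandem repeat and in 45.8% of the 179 other intergenic regions, against 29.3% of the 553 intronic and 16.9% of the 396 exonic regions. In these classes of region, here and below, intronic stands for intronic or other: all regions without a repeat that were neither exonic nor intergenic. A region counted as exonic or as a repeat when any of its peaks did, and as intergenic only when all did. Peaks of all compared libraries entered, so the class is not independent of loss. This could lower the loss of exonic and repeat regions and raise that of intergenic ones. Regions that lost the peak held a tandem repeat in 37.2% of cases and regions that kept it in 21.5% (Fisher's exact test, odds ratio 2.16, p = 2.25e-10, regions counted as independent). Tandem repeats bound without regard to Tet would be found more often among the kept regions, which was not the case. Peak height in WT ESC separated kept from lost regions only weakly, with an area under the ROC curve of 0.582 (0.553 to 0.611). Of 10 equal classes by fold enrichment, the highest lost 7.19% of its regions and the 9 others 23.4 to 44.8%, with 26.0% in the lowest, so height bears on the strongest peaks but does not order the rest.

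Lower sensitivity of the TKO ESC libraries, by depth or yield, was tested as the whole cause of their fewer peaks. As this predicts, only 2.03% of the replicated TKO ESC regions lacked a WT ESC peak, but of the 1698 regions shared by TKO ESC replicates 2 and 3, 18.7% lacked a peak in all WT ESC libraries. WT ESC replicate 1, with 4395 peaks, serves as a yardstick for TKO ESC replicates 2 and 3, with 4323 and 3262. Of the regions that WT ESC replicates 2 and 3 shared, WT ESC replicate 1 had a peak in 57.1% of those with a tandem repeat, and TKO ESC replicates 2 and 3 in 18.9% and 32.4%. Intergenic regions without a repeat fell likewise, from 51.7% to 22.5% and 30.3%. Lower sensitivity alone would not lower these classes and spare both exonic and intronic regions. For exonic regions without a repeat the order was the opposite: 57.0% in WT ESC replicate 1 and 62.0% and 65.6% in the TKO ESC libraries. Intronic regions without a repeat were present in 45.0% for WT ESC replicate 1 and in 49.1% and 45.4% for the TKO ESC libraries. Genic regions without a repeat were thus found in TKO ESC replicates 2 and 3 about as often as in a WT ESC replicate, and list length may account for their absence from TKO ESC lists. With these 3 lists at 1831 peaks each, repeat regions were present in 24.8% (21.6 to 28.1%) for WT ESC replicate 1 and in 8.95% and 18.9% (16.1 to 21.9%) for TKO ESC replicates 2 and 3, a smaller gap than in the full lists. Intergenic regions without a repeat were present in 25.4% against 9.25% and 17.1%. Intronic ones were present in 26.8% against 31.4% and 33.3%, and exonic ones in 22.0% against 36.1% and 43.6%. The classes thus still differed in direction at equal length. In the full lists, TKO ESC replicate 1, with 964 peaks, had 34.8% of the exonic and 13.6% of the intronic regions. It had 12.6% of the repeat and 9.83% of the intergenic regions, so intronic regions were not clearly spared in this library. WT ESC replicate 1 is of another batch than TKO ESC replicates 2 and 3, which could lower its recovery or raise that of repeat regions. Replicate 1 had the highest tandem-repeat share of peaks in WT ESC (25.6%) and in TKO ESC (12.8%), though not in WT EB (4.82%). Lower 5hmC at peaks that are still called stays open. The lists hold the fold enrichment at called summits, whose library median averaged 5.79 in WT ESC and 6.70 in TKO ESC. These medians are taken over different sets of peaks. Fold enrichment in regions present in both groups was compared for single genes only.

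In WT EB fewer intronic regions were found than in TKO ESC. Tandem-repeat regions were present in 13.1% and 10.1% for replicates 2 and 3, and exonic regions without a repeat in 56.1% and 58.0%, against 57.1% and 57.0% in WT ESC replicate 1. Lower sensitivity alone would not lower the repeat regions and leave the exonic ones as frequent. Classes need not fall alike in a short list, as WT EB replicate 1 with 498 peaks had 18.3% of the exonic and 2.10% of the repeat regions, but there the exonic regions fell too. With the lists at 1831 peaks, exonic regions were more frequent in WT EB replicates 2 and 3 (56.1% and 41.7%) than in WT ESC replicate 1 (22.0%), and repeat regions less so (13.1% and 4.90% against 24.8%). Intronic regions without a repeat were present in 24.5% and 29.6% of cases, below the 45.0% of WT ESC replicate 1. With all lists at 1831 peaks, the intronic share present was 24.5% (22.1 to 27.0%) and 17.7% (15.6 to 19.9%) in WT EB, below the 31.4% (28.8 to 34.0%) and 33.3% in TKO ESC replicates 2 and 3 of the same batch. List length alone therefore does not account for the intronic losses, while it may for the exonic ones. Against WT ESC replicate 1, of another batch, with 26.8% (24.3 to 29.4%), the interval of WT EB replicate 2 overlaps, and TKO ESC was taken as the standard only after these values were seen. Changes in transcription or splicing with differentiation are an untested alternative to a change in 5hmC.

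The real split gave more group-specific regions than any other. As many were found in 1 of the 10 splits of the WT ESC and TKO ESC libraries (the real one), in 1 of the 10 for WT ESC with WT EB and in 1 of the 3 for the knock-ins, and these designs cannot give a share under 0.05. The other splits gave at most 241, 165 and 882 in the 3 comparisons. List lengths alone were tested by 100 draws per comparison that kept the length of each list and the number of libraries of each region. Draws gave at most 296 WT ESC-specific regions against TKO ESC (495 observed), at most 470 against WT EB (841 observed) and at most 1046 Tet2-KI ESC-specific regions (1080 observed). The knock-in number thus lies just above the drawn range. In the other direction, 217 Tet2dRBD-KI ESC-specific regions compare with 89 to 139 in the draws, while 7 TKO ESC-specific regions (0 to 14 drawn) and 3 WT EB-specific ones (0 to 5 drawn) lay within them.

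The libraries of replicate 1 differed from those of replicates 2 and 3 in more than length. The 5′ UTR share of coding-gene peaks was 6.86 to 7.92% in replicate 1 of WT ESC, TKO ESC and WT EB and 1.42 to 3.83% in replicates 2 and 3. Replicate 1 was the highest of its group in all 3 groups. The shorter lists of replicate 1 do not explain it: the highest peaks of replicates 2 and 3, as many as replicate 1 has, had a 5′ UTR share of at most 2.93%. GC content of the peaks parted the libraries in the same way, with a mean of at least 50.2% in replicate 1 and at most 47.8% in replicates 2 and 3. This is consistent with a batch difference in library preparation, given by the prefix of the descriptions, and regions required in all 3 replicates are then limited by what both batches recover.

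Among the knock-in libraries, Tet2dRBD-KI ESC replicate 2 had a mean GC content of 60.8% and a 5′ UTR share of 17.5%, against 6.60% in replicate 1. The replicated Tet2-KI ESC regions absent from Tet2dRBD-KI ESC replicate 2 had a mean GC content of 46.6% and those present 52.4%. GC content was tested as a source of the Tet2-KI ESC-specific regions. In the GC-richest of 4 equal classes of the Tet2-KI ESC regions, 27.2% (24.0 to 30.5%) lacked a Tet2dRBD-KI ESC peak, less than the 40.3% in the GC-poorest class. GC content may therefore account for a part of these losses. Whether it accounts for all of them stays open, because no value here says what share would be lost through list length at equal GC content. Classes of region were lost at like rates here, from 32.1% for exonic to 40.8% for intergenic regions, unlike in TKO ESC and WT EB, though the difference between the comparisons was not tested.

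TKO ESC and WT EB libraries of the 1703 batch were more alike than either was to WT ESC. Their Jaccard index was 0.251 to 0.331, against 0.187 to 0.221 for WT ESC with TKO ESC and 0.303 for TKO ESC replicates 2 and 3. Without tandem-repeat and intergenic regions it was still at least 0.272, above the highest WT ESC with TKO ESC value of 0.250, so these regions are not the whole source. With all lists shortened to 1831 peaks it was at least 0.246, against at most 0.226, so shorter lists are not either. The highest value, 0.331, joined TKO ESC replicate 2 with WT EB replicate 3 and lay above 0.303 and 0.322 within TKO ESC and WT EB. An exchange of single libraries between these groups would leave a library out of place in each. The intronic share, however, was 69.4% and 70.1% in TKO ESC replicates 2 and 3 and 54.5% and 54.6% in WT EB replicates 2 and 3. In TKO ESC replicate 1, of another batch, it was 49.7%, below every WT EB library, so this argument covers replicates 2 and 3 only. Cdh4 had 3, 5 and 3 peaks in the TKO ESC libraries and 0 in each WT EB library. A lack of Tet activity in TKO ESC and lower Tet expression in embryoid bodies, which the study describes, could give such a likeness, as could a technical difference of the WT ESC libraries from the rest, and the lists cannot separate these hypotheses.

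In WT ESC, 832 coding genes had a replicated region here. For TKO ESC, the share of replicated WT ESC regions without a peak was 32.2%, and 213 genes had none in any region. These are lower than the values quoted from the study above. For WT EB the corresponding values were 54.8% and 388 genes. These are lower too. For the knock-ins the share of Tet2-KI ESC regions without a Tet2dRBD-KI ESC peak was 35.7%. That is lower than the value quoted from the study above, but leaving out 1 library moved it to between 40.3 and 69.5%. The absence of a peak is also another measure than the change in enrichment that the study counted, so none of these values can be set against its values directly.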
